A study of Mus musculus with 54 samples.

How the data were processed

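RNA was measured in motor neurons cut from mouse brainstem and spinal cord by laser capture microdissection, in which cells identified under a microscope are excised with a laser. Libraries were prepared from polyadenylated RNA with Smart-seq2, a full-length protocol without molecular identifiers. The mice were either mSOD, carrying a mutant human SOD1 gene as a transgene, or wild-type littermates. The cells came from the oculomotor and trochlear nuclei (CN3/4), the vagus nucleus (CN10), the hypoglossal nucleus (CN12) and the lumbar spinal cord (SC), at postnatal day 56 (P56) or 112 (P112).

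The deposited count table held whole-number read counts per gene, not normalized, with 1 column for each of the 54 libraries. Its 55355 entries were 55354 mouse genes under Ensembl identifiers and 1 entry named SOD1, taken here as the human transgene. The second deposited table held RPKM values computed by the authors (by definition, read counts scaled to transcript length and library size). In 25 pairs of a count and its RPKM value only 1 of them was 0. The RPKM values were therefore not in every case a plain rescaling of these counts. Aligner, counting program, genome build and annotation were not stated in the labels, so no coordinates are given. Symbols were matched by gene identifier for 52079 of the mouse genes, and the pseudogene class was taken from GENCODE release M21 by the same identifiers. Tests used the counts. The RPKM table served as a check of the column labels: over 6003 genes with more than 20 counts, each of the 54 RPKM columns followed the counts of its own library best.

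Libraries were grouped by nucleus, age and genotype into 16 groups of 3 to 5. Library names carried the prefix of 1 of 3 sequencing projects (P11355, P10814 and P6362), which were treated as batches. In the cranial nuclei, all P56 libraries came from P11355 and all P112 libraries from P10814, except CN12 P112 mSOD replicate 3, which came from P11355. Age and project therefore coincided there, and differences between ages in these nuclei were tested only as a difference between genotype effects. All 12 libraries of P6362 were SC libraries.

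Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and version 1.17.8 of data.table, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. All 54 libraries entered 1 fit with TMM normalization (factors from 0.847 to 1.12), a mean for each of the 16 groups and a term for project. Low counts were filtered with filterByExpr on the 16 groups, which left 18493 mouse genes, of which 18416 had a symbol and 2520 were annotated as pseudogenes. The common dispersion was 0.113, and the median prior degrees of freedom of the robust fit was 14.1. Contrasts were tested with edgeR's quasi-likelihood F test, which is two-sided, and p-values were adjusted with the Benjamini-Hochberg method over the mouse genes of each contrast. A gene was counted when its adjusted p was under 0.05. The SOD1 entry stayed in the library sizes and in the fit but was not counted among the genes. CPM values (read counts scaled to a common library size) were computed with the TMM-scaled library sizes, and log2 CPM with a prior count of 2. The CPM values given for mouse Sod1 are an exception and used the total counts without TMM scaling. Fold changes are fitted log2 differences with their standard errors (SE). Where each library of an arm had 3 counts or fewer, the fold was computed against 3 counts in each library of that arm and is given as a lower bound.

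The comparisons were mSOD against wild type in each nucleus and age, the difference of this effect between the ages in each nucleus, the difference of this effect between SC and CN3/4 at each age, each cranial nucleus against SC in wild type over both ages, and P112 against P56 in wild-type SC. A carry-over score took the genes found in SC at P112 and gave the difference, in each cranial nucleus at P112, between the median log2 change of the genes higher in SC and that of the genes lower in SC. It was tested with a two-sided exact permutation of the 6 libraries (20 splits, smallest possible p 0.1). Gene lists were tested with limma's fry, with the project term, and adjusted over 48 tests (6 lists in 8 comparisons). These lists were motor neuron markers (10 genes), nerve injury (18), unfolded protein response (16), microglia (15), astrocytes (12) and oligodendrocytes (12). Lists of position markers for SC and for hindbrain and cord, and a list of sex-linked genes, were also compared; they are not a full check of the identity of the nuclei. Further lists for fast, slow and gamma motor neurons and for serotonergic neurons were written after the data were seen and were adjusted over 32 tests of their own.

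The genes named were chosen by a fixed rule: Sod1; in each genotype comparison up to 3 genes higher and up to 3 lower with the smallest p among those with an adjusted p under 0.05 and no overlap of log2 CPM between the arms; in each other comparison up to 3 per direction with the smallest p; up to 5 genes found in at least 3 genotype comparisons; and members of the lists. Genes named outside this rule are said to be so where they appear. A result in the wild-type comparisons that met the rule is not reported here, nor are 2 further lists of position markers.

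Groups, comparisons, gene lists other than the 4 further ones, the naming rule and most alternatives were fixed before the data were examined. The alternatives were RLE size factors, no filter on low counts, a filter of at least 10 counts in 27 libraries, no project term, robust estimation off, DESeq2's Wald test, a fit of only the groups compared, only the SC libraries of P6362, sex-linked genes left out of the count, camera with its preset correlation of 0.01 in place of fry, a prior count of 0.5, and leaving out each library in turn. In the other splits of the libraries and in the draws of equal numbers of libraries given in the closing paragraphs, the trended dispersion of the fit of all 54 libraries was kept. Added after the data were seen were a fit of only the CN12 libraries of P10814, the SOD1 entry left out, the leaving out of libraries for the list tests, and the alternatives for the slow list and for shared genes.

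The pipeline was tested on simulated data with 200 changed genes among 18128 in each of 3 comparisons. The changed genes were drawn only from genes above a minimum mean count, so the recovery rates do not cover genes with low counts. Changes of 4-fold were recovered in 77.2% of cases with 3 libraries against 3 (the CN3/4 P112 design), 84.2% with the SC P56 design and 81.7% with the SC P112 design, and changes of 2-fold in 31.5%, 37.1% and 31.2%. False calls were 6 of 111, 3 of 122 and 2 of 117. A comparison with no simulated change gave 0 calls.

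Depth was 1071477 to 8877994 counts per library. Shares of counts in a single library carry 95% Wilson binomial confidence intervals. Since Smart-seq2 reads carry no molecular identifiers, intervals and count floors cover counting error only. No library was left out of the comparisons.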

Results

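Gene expression was measured by RNA sequencing in 54 libraries of laser-captured motor neurons from mSOD mice, which carry a mutant human SOD1 gene and develop a motor neuron disease, and from wild-type littermates. Motor neurons of the nuclei that move the eyes (CN3/4) are known to be spared in this disease, whereas those of the spinal cord (SC) degenerate, and the comparisons ask how each nucleus responds before (P56) and after (P112) symptoms appear. Each combination of nucleus, age and genotype had 3 libraries, except SC P56 wild type, SC P56 mSOD and SC P112 wild type, which had 5 each. Depth ranged from 1071477 to 8877994 counts per library (median 4231342.5), and 18017 to 24414 genes had at least 1 count. The 12 libraries of sequencing project P6362, all from SC, had 1071477 to 3503579 counts and 18017 to 21065 genes. Their median depth, 2485920 counts, was lower than in P10814 (3892169.5) and P11355 (4839179.5). Their range overlapped that of P10814, whose shallowest library had 2975957 counts.

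Human SOD1 made up 3.95% to 7.94% of the counts in each of the 26 mSOD libraries (95124 to 678354 counts). In the 28 wild-type libraries it made up 0.000444% to 0.00459% (5 to 193 counts), and this background was present in each project. At the lowest wild-type share, the 95% Wilson interval reached 0.000678%, and at the lowest mSOD share it ran from 3.93% to 3.96%. Mean shares in mSOD at P56 were 4.67% ± 0.439 (SD, n = 3) in CN3/4, 6.21% ± 0.668 (SD, n = 3) in CN10, 7.50% ± 0.526 (SD, n = 3) in CN12 and 4.98% ± 0.205 (SD, n = 5) in SC. At P112 they were 4.47% ± 0.462, 5.46% ± 0.364, 6.89% ± 0.746 and 5.12% ± 1.12 (SD, n = 3 each) in the same order. The mouse gene Sod1 (ENSMUSG00000022982) was measured at 260 to 1776 CPM over the 54 libraries, and it had an adjusted p of at least 0.385 in the 8 genotype comparisons, of which SC P56 was the lowest (log2 change −0.42, SE 0.20).

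**Figure D1:**
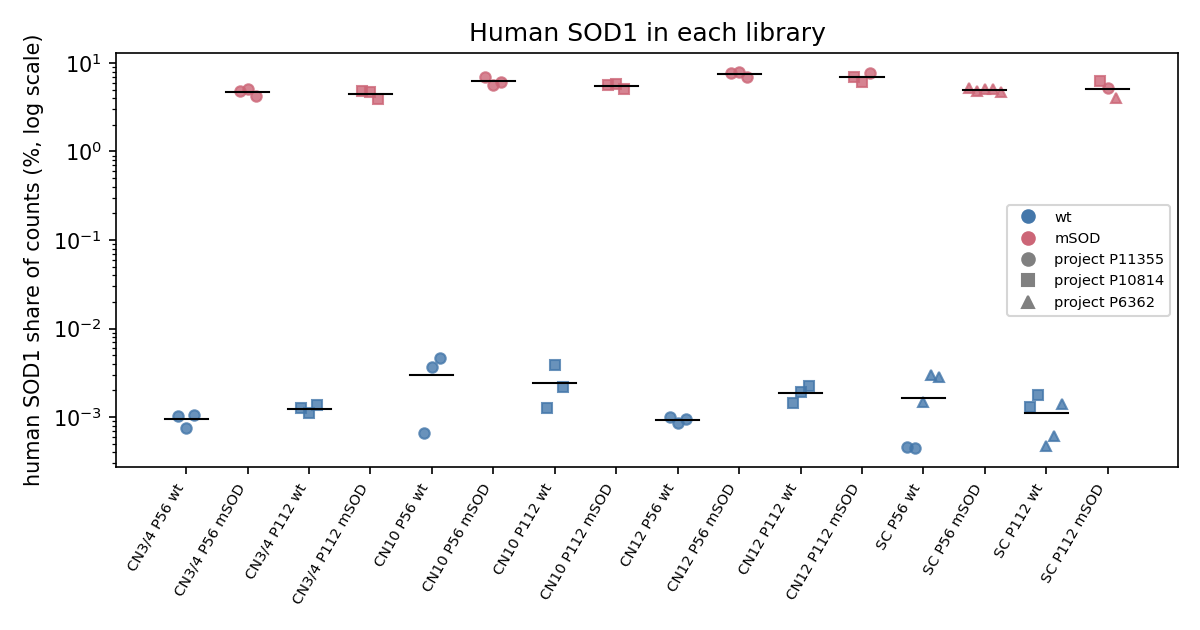
Share of counts assigned to human SOD1 (percent, log scale) in each of the 54 libraries by group; colours give the genotype, symbols the sequencing project and bars the group mean. The mSOD libraries lie between 3.95% and 7.94% and the wild-type libraries at or under 0.00459%.

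In a multidimensional scaling of all 54 libraries, the first dimension held 32.9% of the variance and the second 11.3%. The CN10 libraries lay apart on the first dimension and the CN3/4 libraries on the second. Libraries of CN12 and SC lay next to each other. All 54 libraries came from animals with Y-linked transcripts: Ddx3y, Uty, Kdm5d and Eif2s3y had at least 5 counts in each library, and Xist had at most 11. None of the 4 tested genes of the sex-linked list (9 genes) had an adjusted p under 0.05 in any comparison; their smallest unadjusted p was 0.00698, in CN12 against SC.

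**Figure D2:**
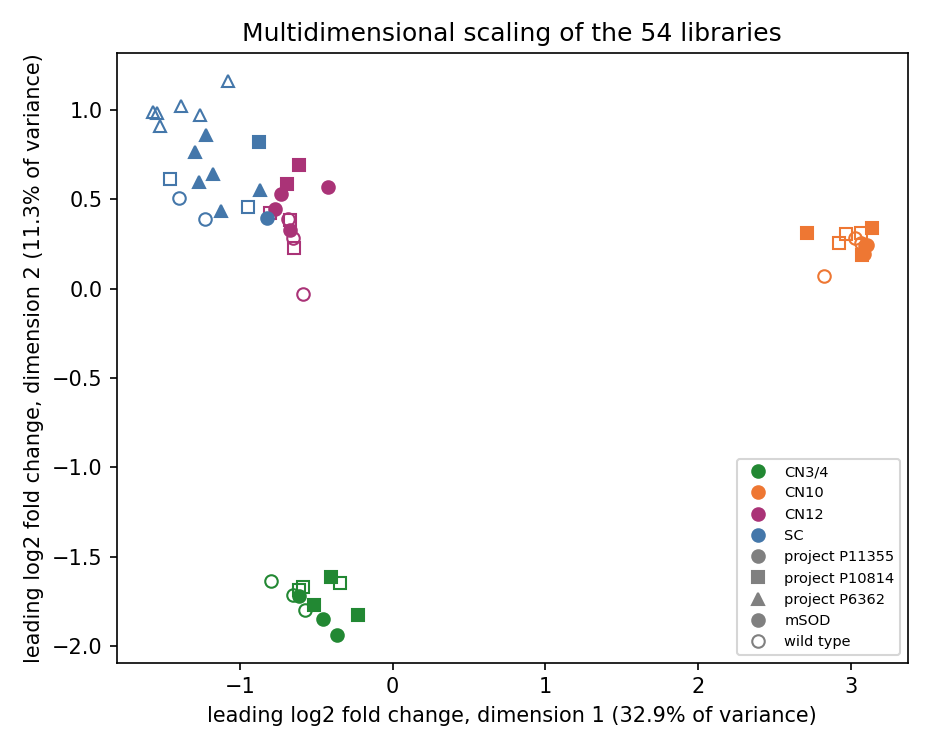
Multidimensional scaling of the 54 libraries by leading log2 fold change (axes in log2 units); colours give the nucleus, symbols the sequencing project, and filled symbols are mSOD. Libraries part by nucleus, with 32.9% of the variance on the first dimension.

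The comparison of mSOD with wild type asked which genes changed in each nucleus. At P56, before symptoms, 0 of 18493 genes had an adjusted p under 0.05 in CN3/4 (592 at an unadjusted p under 0.05, where chance gives 925). In CN10, 3 genes did, all lower in mSOD (2471 at an unadjusted p under 0.05). Caln1 (ENSMUSG00000060371) was measured at 2.05 ± 0.715 CPM against 9.63 ± 3.8 CPM (SD, n = 3 each; log2 change −2.17, SE 0.32, adjusted p 0.000336). Syndig1l (ENSMUSG00000071234) was at least 5.36-fold lower (adjusted p 0.0111), with 1 to 2 counts in the mSOD libraries and 11 to 15 in wild type. Mansc1 (ENSMUSG00000032718) was at least 2.59-fold lower (adjusted p 0.0353), with 0 counts in mSOD and 3 to 14 in wild type. Without mSOD replicate 1, the adjusted p was 0.311 for Syndig1l and 0.366 for Mansc1, and 1 gene passed. Without mSOD replicate 2, 27 genes passed. Of the 6 fits that each left out 1 library, Syndig1l did not pass in 4 and Mansc1 in 3. In CN12, 1 gene passed (1799 at an unadjusted p under 0.05): Hlf (ENSMUSG00000003949), at 1.28 ± 0.858 CPM in mSOD and 16.3 ± 19.2 CPM in wild type (SD, n = 3 each; log2 change −3.56, adjusted p 0.00559), which did not pass in 3 of the 6 fits that each left out 1 library, with an adjusted p of 1 without CN12 P56 wild-type replicate 1. The count of genes moved most when the filter on low counts was dropped, to 41 in CN3/4, 79 in CN10 and 133 in CN12. With a fit of only the groups compared, CN10 had 0 genes (1603 at an unadjusted p under 0.05).

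In SC at P56, 100 genes had an adjusted p under 0.05, 58 higher and 42 lower in mSOD (2211 at an unadjusted p under 0.05). They included 10 pseudogenes and 6 mitochondrially encoded genes. Without a filter on low counts there were 389. All mSOD libraries and 3 of the 5 wild-type libraries came from project P6362; within that project, 168 genes passed, 49 of them among the 100, of which 88 were tested there. The higher genes with the smallest p were mt-Rnr1 (ENSMUSG00000064337), at 2974 ± 743 CPM against 1059 ± 537 CPM (SD, n = 5 each; log2 change 1.80, SE 0.30, adjusted p 0.00157), Phgdh (ENSMUSG00000053398), at 31.4 ± 19.2 CPM against 1.44 ± 1.04 CPM (log2 change 4.73, SE 0.79, adjusted p 0.00157), and Slc38a1 (ENSMUSG00000023169), at 140 ± 13.6 CPM against 81.4 ± 28.6 CPM (log2 change 1.13, SE 0.19, adjusted p 0.00157). The lower genes were Hpcal1 (ENSMUSG00000071379), at 93.6 ± 14.8 CPM against 225 ± 67.8 CPM (log2 change −1.47, SE 0.19, adjusted p 6.2e-06), Cd24a (ENSMUSG00000047139), at 314 ± 26.96 CPM against 856 ± 153 CPM (log2 change −1.41, SE 0.26, adjusted p 0.00312), and Ppp1r1c (ENSMUSG00000034683), at 0.712 ± 1.03 CPM against 7.21 ± 1.41 CPM (log2 change −3.77, SE 0.73, adjusted p 0.00566). In none of these 6 genes did the arms overlap, and each kept an adjusted p under 0.05 in the 10 fits that each left out 1 library. The number of genes was lowest without wild-type replicate 3 (17 genes).

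At P112, after symptoms, 0 genes passed in CN3/4 (587 at an unadjusted p under 0.05) and 0 in CN10 (669). In CN12, 13 genes passed, all higher in mSOD (810 at an unadjusted p under 0.05). S100a11 (ENSMUSG00000027907) was measured at 92.3 ± 42.3 CPM against 0.844 ± 0.720 CPM (SD, n = 3 each; log2 change 6.43, SE 0.65, adjusted p 1.59e-08). Gm7665 (ENSMUSG00000063628) and Gm12854 (ENSMUSG00000078238), both annotated as processed pseudogenes, were at least 29.8-fold and at least 45.9-fold higher (adjusted p 6.57e-08 and 8.16e-08). Sprr1a (ENSMUSG00000050359) was at least 845-fold higher, with up to 4210 counts in mSOD and at most 1 in wild type (adjusted p 0.000675). Gal (ENSMUSG00000024907) was measured at 516 ± 412 CPM against 23.0 ± 7.02 CPM (log2 change 5.07, SE 0.88, adjusted p 0.00457). Gal did not pass in 4 of the 6 fits that each left out 1 library. Its highest adjusted p among them was 0.143, without mSOD replicate 2. The number of genes was lowest without wild-type replicate 2 (4 genes). Of the 3 mSOD libraries, replicate 3 came from project P11355 and the other libraries from P10814; among the 5 libraries of P10814, 60 genes passed, 10 of them among the 13.

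In SC at P112, 87 genes passed, 36 higher and 51 lower in mSOD (1825 at an unadjusted p under 0.05); 3 were pseudogenes. The 3 mSOD libraries came from 3 projects and the wild-type libraries from 2. Without the project term 88 genes passed, 66 of them among the 87. Gap43 (ENSMUSG00000047261) was measured at 116 ± 57.2 CPM in mSOD (SD, n = 3) and 15.4 ± 8.20 CPM in wild type (SD, n = 5; log2 change 2.84, SE 0.41, adjusted p 0.000164). Sprr1a was at least 337-fold higher (adjusted p 0.000164), with 296 to 2862 counts in mSOD and at most 1 in wild type. Cd63 (ENSMUSG00000025351) was measured at 53.9 ± 49.9 CPM against 4.26 ± 1.67 CPM (log2 change 3.46, SE 0.54, adjusted p 0.000191). The lower genes were Hpcal1, at 69.4 ± 14.9 CPM against 224 ± 58.3 CPM (log2 change −1.52, SE 0.22, adjusted p 0.000164), Rab3b (ENSMUSG00000003411), at 81.2 ± 47.0 CPM against 314 ± 80.9 CPM (log2 change −1.78, SE 0.28, adjusted p 0.000191), and Chodl (ENSMUSG00000022860), at 66.5 ± 33.3 CPM against 546 ± 195 CPM (log2 change −3.06, SE 0.47, adjusted p 0.000263). The arms of these 6 genes did not overlap, and each kept an adjusted p under 0.05 in the 8 fits that each left out 1 library. The number of genes fell to 20 without mSOD replicate 3 and rose to 174 without wild-type replicate 1. With a fit of only the groups compared it was 13, of which 9 were among the 87. In that fit the project term took up mSOD replicate 2, the only P11355 library, so this library did not count.

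**Figure D3:**
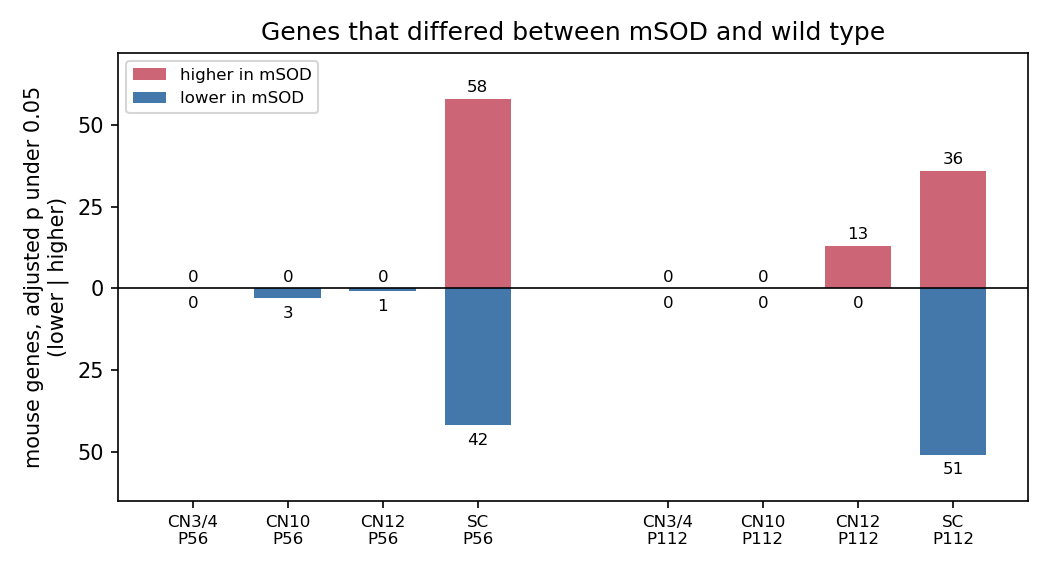
Number of mouse genes with an adjusted p under 0.05 between mSOD and wild type in each nucleus and age, with genes higher in mSOD above the line and lower ones under it. SC had 100 genes at P56 and 87 at P112, CN12 had 13 at P112, and the other comparisons had 0 to 3.

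Of the SC genes, 21 passed at both ages, all in the same direction, where independent sets would share 0.470. At P112, 82 of the 100 genes of P56 had the same sign as at P56. The number shared fell to 5 without SC P56 wild-type replicate 3, and separate fits of each age shared 2. CN12 and SC shared 8 genes at P112, all in the same direction, where independent sets would share 0.0612; without SC P112 mSOD replicate 1 they shared 3. Odc1 (ENSMUSG00000011179) passed in 3 comparisons, higher in each: in SC at P56 (log2 change 0.89, adjusted p 0.00566), in CN12 at P112 (1.18, adjusted p 0.00457) and in SC at P112 (0.91, adjusted p 0.00777). Its adjusted p was 0.0629 in SC at P56 without wild-type replicate 3, 0.0783 in CN12 without wild-type replicate 2 and 0.109 in SC at P112 without mSOD replicate 1.

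Whether the SC changes at P112 appeared in the cranial nuclei was measured with the carry-over score, the difference between the median log2 changes of the 36 higher and the 51 lower genes. It was 0.05 in CN3/4 (two-sided exact permutation p 0.7), 0.06 in CN10 (p 0.5) and 0.29 in CN12 (p 0.2). With 3 libraries against 3, the smallest p these 20 splits can give is 0.1, so the design could not reach 0.05. The sign in CN3/4 turned negative without wild-type replicate 2 (−0.04), mSOD replicate 1 (−0.02) or mSOD replicate 3 (−0.01), and in CN10 without mSOD replicate 3 (−0.04). In CN12 the score was 0.45 with RLE size factors and 0.52 with the SC genes found without the project term, both with a p of 0.1. With a prior count of 0.5 it was 0.33, with a p of 0.3.

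**Figure D4:**
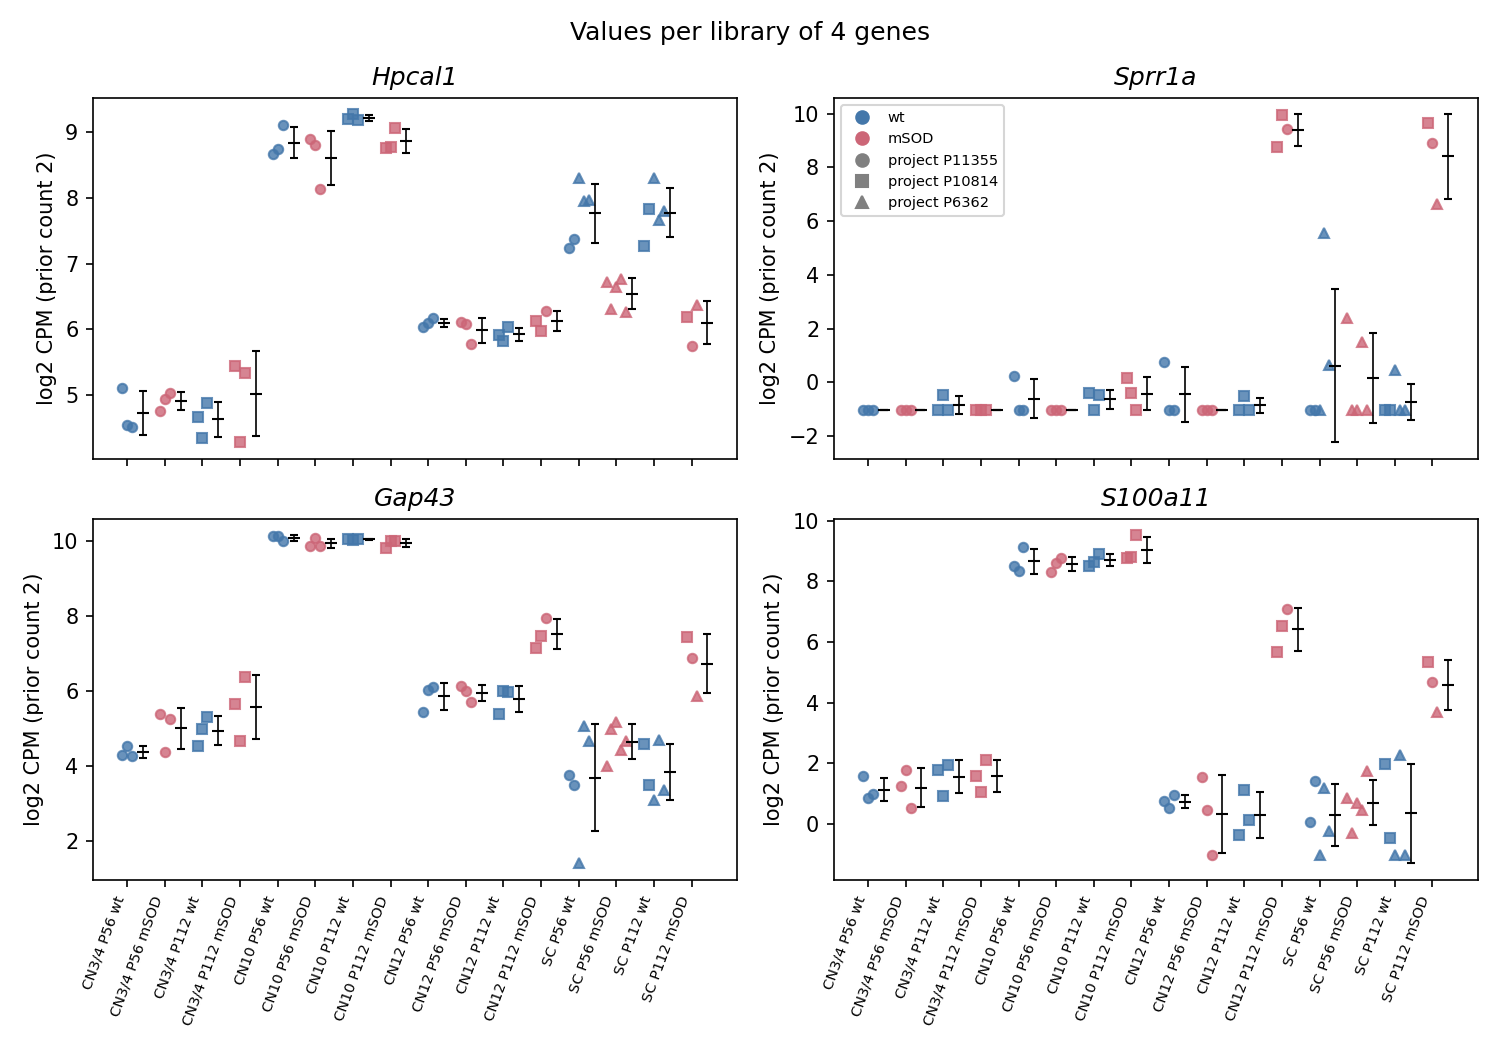
Log2 CPM (prior count 2) of Hpcal1, Sprr1a, Gap43 and S100a11 in each of the 54 libraries by group; colours give the genotype, symbols the sequencing project, and bars the group mean with 1 SD. Hpcal1 lies lower in SC mSOD than in SC wild type at both ages, and Sprr1a had at most 11 counts outside CN12 P112 mSOD, SC P112 mSOD and SC P56 wild-type replicate 4, the last with 78 counts.

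The difference of the genotype effect between the ages asked where the response changed with disease. It passed for 0 genes in CN3/4 (433 at an unadjusted p under 0.05), 0 in CN10 (1449), 4 in CN12 (622) and 1 in SC (1180). In CN12 these were Cd63-ps (ENSMUSG00000085939, log2 difference 5.24, SE 0.94, adjusted p 0.0119), S100a11 (6.31, SE 1.13, adjusted p 0.0119), Gm12854 (6.19, SE 1.15, adjusted p 0.0122) and Cd63 (adjusted p 0.0144), of which Cd63 fell outside the naming rule and was named after its values were seen. In SC it was Sprr1a (adjusted p 0.00452), whose adjusted p was 0.618 without SC P56 wild-type replicate 4. The number in CN12 was 0 in 3 of the 12 fits that each left out 1 library: without CN12 P56 wild-type replicate 1 (398 at an unadjusted p under 0.05), wild-type replicate 3 (1009) or mSOD replicate 2 (496). Without CN12 P56 wild-type replicate 1 the adjusted p was 0.654 for Gm12854 and 0.175 for S100a11.

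The difference of the genotype effect between SC and CN3/4 asked whether the vulnerable and the spared neurons responded differently. It passed for 1 gene at each age (1142 at an unadjusted p under 0.05 at P56 and 1289 at P112). That gene was Hpcal1 at both: its log2 change was −1.47 in SC and 0.16 in CN3/4 at P56 (difference −1.63, SE 0.30, adjusted p 0.033), and −1.52 and 0.46 at P112 (difference −1.98, SE 0.32, adjusted p 0.00217). In the fit of all 54 libraries, a difference from CN3/4 was not shown for the other genes found in SC. The P56 difference had an adjusted p of 0.227 without CN3/4 P56 mSOD replicate 3, the highest of the 16 fits that each left out 1 library, and 0 genes passed in that fit (1082 at an unadjusted p under 0.05). Without SC P112 wild-type replicate 1, 28 genes passed at P112.

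Of 48 list tests, 4 had an adjusted p under 0.05, and these 4 also passed under camera. The nerve injury list was higher in mSOD in SC at P112 (adjusted p 4.19e-06; 16 of 18 genes higher; median log2 change 1.54, or 1.25 with genes at the floor set to their bound) and in CN12 at P112 (adjusted p 0.000104; 15 of 18 genes; median 0.74). In SC, 4 of its genes passed over all genes tested and 9 adjusted over the list alone; in CN12 these were 2 and 7. Motor neuron markers were lower in SC at P112 (adjusted p 0.000954; 0 of 10 genes higher; median −0.48), with 0 genes passing over all genes tested and 4 adjusted over the list alone, and with an adjusted p of 0.0593 without SC P112 mSOD replicate 3. Microglia genes were higher in SC at P112 (adjusted p 0.00332; 12 of 13 tested genes; median 1.95, or 1.43 with bounds), with 0 genes passing over all genes tested and 3 adjusted over the list alone. The microglia result had an adjusted p of 0.527 without SC P112 mSOD replicate 1 and 0.0573 with a prior count of 0.5. In each of these 4 results, all 3 mSOD libraries had list means beyond every wild-type library. In a fit of only the groups compared, none of the nerve injury, motor neuron and microglia tests passed. At P112 the project term of that fit took up the only P11355 library of SC and of CN12, an mSOD library in each.

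The unfolded protein response list passed in 0 of 8 comparisons, with its lowest adjusted p, 0.0898, in SC at both ages. Its genes Ddit3 and Atf4 passed over all genes tested in SC at P56 (log2 change 1.90, adjusted p 0.0105, and 1.02, adjusted p 0.0239) and at P112 (1.90, adjusted p 0.0149, and 1.02, adjusted p 0.033), giving 2 genes adjusted over the list alone at P56 and 3 at P112. Without SC P56 wild-type replicate 5, the adjusted p at P56 was 0.0685 for Ddit3 and 0.18 for Atf4. Without SC P112 mSOD replicate 1 the adjusted p at P112 was 0.271 and 0.309. Of the fits that each left out 1 library, Ddit3 did not pass in 3 of 10 at P56 and 3 of 8 at P112. Atf4 did not pass in 6 of 10 and 6 of 8. Of the nerve injury list, Sox11 passed in SC at both ages (log2 change 1.79 and 1.68, adjusted p 0.0185 and 0.018), with an adjusted p of 0.194 at P56 without SC P56 wild-type replicate 3 and 0.261 at P112 without SC P112 mSOD replicate 3. Sox11 did not pass in 2 of 10 such fits at P56 and 4 of 8 at P112. Atf3 was at least 22.2-fold higher in SC at P56 (adjusted p 0.00459, with 0 to 172 counts in mSOD and at most 1 in wild type) and at P112 had a log2 change of 6.36 (adjusted p 0.0147, and 0.152 without SC P112 wild-type replicate 2). Atf3 passed in all 10 such fits at P56 and did not pass in 3 of 8 at P112. The astrocyte list passed in 0 of 8 comparisons (lowest adjusted p 0.0507, lower in CN10 at P56), and the oligodendrocyte list in 0 of 8 (lowest adjusted p 0.38, lower in CN12 at P112).

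Each cranial nucleus was compared with SC in wild-type libraries over both ages (6 libraries against 10) to describe the baseline. In CN3/4, 2872 genes passed, 1250 higher and 1622 lower; in CN10, 6975 genes, 3406 higher and 3569 lower; and in CN12, 1137 genes, 550 higher and 587 lower. Chrm1 (ENSMUSG00000032773) was at least 62.1-fold higher in CN3/4 (78.3 ± 10.8 CPM; SD, n = 6), and Ctxn2 was higher in CN3/4 (log2 difference 4.30) and CN12 (3.19). Dkk3 (−3.37), Cd24a (−3.85) and Chrm2 (−4.20) were lower in CN3/4 on the log2 scale. In CN10, Usp11 (4.65), Akr1b3 (3.50) and Bex1 (3.52) were higher and Nefh (−5.19), Scn8a (−3.34) and Laptm4b (−3.31) lower. In CN12, Plscr4 (3.54) and Defb42 (4.09) were higher, and Hoxc8, Hoxc10 and Hoxa9 were at least 66.2-fold, 69.9-fold and 62.6-fold lower. The adjusted p of each of these genes was at most 5.96e-08. The number in CN12 moved to 1735 without the project term and to 630 without SC P112 wild-type replicate 2.

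The 6 tested genes of the list of SC position markers (9 Hox genes) were lower in each cranial nucleus than in SC. The 8 Hox genes of the hindbrain and cord list had 5 lower in CN3/4, 4 higher in CN10, and 1 higher and 2 lower in CN12.

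Wild-type SC at P112 was compared with P56 for a change with age alone. With the project term, 0 genes passed (1574 at an unadjusted p under 0.05). Within project P6362, 254 genes passed with 3 libraries of each age.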

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

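Of the tests in this part, those of the wild-type library with Sprr1a counts, of a mislabelled library, of counting noise for Sprr1a and Atf3, of paralogs, and of the project for Hpcal1 at P56 were chosen only after the result was seen. Libraries far from the others were sought in the 3 groups of 5, over 27 values each. Of these 81 searches, 5 found such a library, where chance gives 4.05.

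The mean log2 CPM of the nerve injury list was 3.39 in SC P56 wild-type replicate 4, against 2.42 to 2.64 in the other 4 libraries of the group. Sprr1a, a member of that list, lay at 5.55 log2 CPM in the same library (78 counts, 46.2 CPM), where the others had at most 3 counts. A mislabelled mSOD library is argued against by its share of human SOD1, 0.00298%, which is in the wild-type range. An injured or stressed animal or site of capture stays open as an untested hypothesis, since the labels give no such information.

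Sprr1a lay at 0.46 log2 CPM in SC P112 wild-type replicate 3, and Atf3 at 0.11 log2 CPM in SC P56 wild-type replicate 4, where all other libraries of the group had 0 counts. Both values stand for 1 count, so counting noise at the floor is a sufficient candidate explanation, and no biological explanation was tested. Cd63 lay at −1.03 log2 CPM in SC P56 wild-type replicate 3, with 0 counts against 3 to 13 in the other libraries. At the lowest level of the others that library would hold 3.62 counts, so a low level of Cd63 and counting noise cannot be told apart at this depth.

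The genotype effect on Sprr1a differed between the ages in SC (adjusted p 0.00452, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment): it was at least 337-fold higher in mSOD at P112, and had a log2 change of −2.63 (adjusted p 0.406) at P56. Lower depth at P56 is argued against: at the lowest mSOD level of P112 (102 CPM), the shallowest mSOD library of P56 would hold 191 counts, and it held 0. The single wild-type library with 78 counts may account for the call: without SC P56 wild-type replicate 4 the adjusted p was 0.618. A count of 1 gene is also not rare in other splits, as 17 of 100 gave as many, the real one included. The higher level at P112 does not rest on that library, since it belongs to P56. A later response in the disease stays open as an untested hypothesis.

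In CN12 the genotype effect differed between the ages for Cd63-ps (adjusted p 0.0119), S100a11 (0.0119), Gm12854 (0.0122) and Cd63 (0.0144), all higher in mSOD at P112. The 1 mSOD library of another sequencing project is argued against as the cause, since within project P10814 4 of these 4 genes passed at P112 (adjusted p from 1.07e-07 for S100a11 to 0.00334 for Cd63-ps). Of these 4 genes, 0 lacked a relative among the genes found, as Gm12854 pairs with S100a11 and Cd63-ps with Cd63, so reads shared between paralogs may make 4 differences out of 2 transcripts, and this cannot be told apart from separate changes with counts per gene. In 3 of the 12 fits that each left out 1 library, 0 genes passed: without CN12 P56 wild-type replicate 1 (398 at an unadjusted p under 0.05; adjusted p 0.654 for Gm12854 and 0.175 for S100a11), wild-type replicate 3 (1009) or mSOD replicate 2 (496). The result therefore depends on more than 1 library. As many genes were found in 4 of 100 splits of the libraries within the ages. Age coincided with project in CN12 except for CN12 P112 mSOD replicate 3, so a difference of the genotype effect with age and with project cannot be told apart. A response that grows with disease stays open as an untested hypothesis.

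Hpcal1 fell in SC and not in CN3/4, and the difference between these effects had an adjusted p of 0.033 at P56 and 0.00217 at P112. At P56 within P6362, the mSOD libraries lay below every wild-type library (log2 difference −1.53, 5 against 3 libraries). The two-sided exact permutation p was 0.0179, the smallest the 56 splits allow. At P112, in 2 of the 2 projects with both genotypes the mSOD library lay below every wild-type library. The values were 72.6 CPM against 154 and 228 CPM in P10814, and 82.4 CPM against 202 to 315 CPM in P6362. Hpcal1 was named in SC at both ages by a rule that asked for arms without overlap. That choice fixed the order within the projects and the p, so they are no independent test of the project. A count of 1 gene was reached in 10 of 100 splits at P56 and 20 of 100 at P112, the real one included. At P56 the difference did not pass in 5 of the 16 fits that each left out 1 library (adjusted p up to 0.227, without CN3/4 P56 mSOD replicate 3), nor without the project term (0.181). At P112 it passed in all 14 fits that each left out 1 library (adjusted p up to 0.0377). It did not pass at P112 in the fit of only the groups compared, where 0 genes did (1094 at an unadjusted p under 0.05). In that fit the project term took up SC P112 mSOD replicate 2, the only P11355 library. A different response of SC motor neurons, or a change in which SC motor neurons were captured, stays open as an untested hypothesis.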

How the results depend on the processing

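The fit of only the CN12 libraries of P10814, the SOD1 entry left out, the leaving out of libraries for the list tests, and all alternatives for the slow list and for shared genes were chosen after seeing the data; the other alternatives were chosen before. No paired analysis was possible because replicate numbers give only the order of the samples and no animal is named. For each result that changed, the cause was not tested unless given.

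Every count of genes stayed within 1.5 times with robust estimation off. The SOD1 entry and the sex-linked genes were left out for the 8 comparisons of mSOD with wild type only, and their counts did not change. With RLE size factors every comparison kept its count within 1.5 times, and the motor neuron list passed in 2 comparisons in place of 1. RLE never moved the median log2 change of all genes by more than 0.0295. The wild-type counts of CN3/4 and CN10 against SC stayed within 1.5 times under every alternative run, and the count for Sod1 was 0 throughout.

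Without a filter on low counts, more genes passed: 41 in CN3/4, 79 in CN10, 133 in CN12 and 389 in SC at P56, and 32, 13, 83 and 265 at P112. The differences between ages then numbered 21 in CN3/4, 30 in CN10, 46 in CN12 and 73 in SC, the differences between SC and CN3/4 68 at P56 and 105 at P112, and age in wild-type SC gave 161. DESeq2 gave 5, 25, 12 and 318 genes at P56 and 4, 4, 29 and 206 at P112 in the same order of nuclei, 1, 8, 15 and 13 differences between ages, 21 and 25 between SC and CN3/4, and 74 for age. DESeq2 found 91 of the 100 SC genes of P56 and 82 of the 87 of P112. The filter of 10 counts in 27 libraries gave 6 genes in CN12 at P112, 1 difference between ages in CN10, 0 in SC (846 at an unadjusted p under 0.05), and 2 between SC and CN3/4 at P112; fewer genes were tested there.

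Without the project term, SC at P56 gave 178 genes (58 of the 100 among them), CN12 against SC 1735, age in wild-type SC 16, the difference between SC and CN3/4 0 at P56 (1540 at an unadjusted p under 0.05) and 2 at P112, and the unfolded protein response list passed in 1 comparison. SC at P112 gave 88 genes, 66 of the 87 among them. Only the SC libraries of P6362 gave 168 genes at P56 and 254 for age. Only the CN12 libraries of P10814 gave 60 at P112.

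A fit of only the groups compared had fewer libraries to estimate variability. At P112 it also changed which libraries counted. SC mSOD replicate 2 and CN12 mSOD replicate 3 were each the only P11355 library there, so the project term took up that library. The P112 comparisons of mSOD with wild type in SC and CN12 then rested on the other mSOD libraries. The fit gave 0 genes in CN10 at P56 (1603 at an unadjusted p under 0.05) and 64 in SC at P56 (33 of the 100 among them). At P112 it gave 57 in CN12 (11 of the 13) and 13 in SC (9 of the 87). It gave 11 differences between ages in CN12, 0 in SC (785), 4 between SC and CN3/4 at P56, 0 at P112 (1094), and 38 for age. The motor neuron, nerve injury and microglia lists passed in 0 comparisons under this fit, where their adjusted p in SC at P112 was 0.312, 0.302 and 0.302. Camera gave 2 comparisons for motor neuron markers, 2 for microglia, 1 for astrocytes and 1 for oligodendrocytes. A prior count of 0.5 gave 0 for microglia (adjusted p 0.0573 in SC at P112).

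The fits that each left out 1 library gave these ranges. At P56 the count ran from 0 to 1 in CN3/4 (1 without mSOD replicate 2), from 1 (without mSOD replicate 1) to 27 (without mSOD replicate 2) in CN10, from 0 (in 3 of 6 fits, 423 at an unadjusted p under 0.05 without wild-type replicate 1, 827 without mSOD replicate 2 and 2639 without mSOD replicate 3) to 13 (without wild-type replicate 2) in CN12, and from 17 (without wild-type replicate 3) to 139 (without wild-type replicate 1) in SC. At P112 it ran from 0 to 1 in CN3/4 (1 without wild-type replicate 3), was 0 in CN10 in all 6 fits (495 to 812 at an unadjusted p under 0.05), and ran from 4 (without wild-type replicate 2) to 13 in CN12 and from 20 (without mSOD replicate 3) to 174 (without wild-type replicate 1) in SC. The differences between ages ran from 0 to 2 in CN10 (2 without P112 mSOD replicate 1), from 0 (in 3 of 12 fits, without P56 wild-type replicate 1, wild-type replicate 3 or mSOD replicate 2) to 5 in CN12 and from 0 (without P56 wild-type replicate 4) to 3 (without P112 mSOD replicate 1) in SC, and were 0 in CN3/4 in all 12 fits (435 to 549). The differences between SC and CN3/4 ran from 0 (in 5 of 16 fits, 980 to 1163) to 3 (without CN3/4 P56 mSOD replicate 2) at P56 and from 1 to 28 (without SC P112 wild-type replicate 1) at P112. In wild type against SC the counts ran from 2069 to 2949 in CN3/4, from 6085 to 7046 in CN10 and from 630 (without SC P112 wild-type replicate 2) to 1469 in CN12, and age gave 0 to 31 (31 without SC P56 wild-type replicate 2).

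Over the 54 libraries left out, lists passed in 1 to 2 comparisons for motor neuron markers (2 in 11 of the 54 fits), 2 to 3 for nerve injury, 0 to 1 for the unfolded protein response (1 in 2 fits), 1 to 2 for microglia (2 in 3 fits), 0 to 1 for astrocytes (1 in 15 fits) and 0 for oligodendrocytes. The astrocyte count of 0 is thus near the threshold. A count of 1 can hide a change of comparison: in SC at P112 the adjusted p was 0.527 for microglia without mSOD replicate 1 and 0.0593 for motor neuron markers without mSOD replicate 3, while the nerve injury list stayed between 8.4e-08 and 0.0014 there and between 9.58e-06 and 0.00123 in CN12.

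The carry-over score ran from −0.0429 (without wild-type replicate 2) to 0.15 (without wild-type replicate 1) in CN3/4, from −0.0374 (without mSOD replicate 3) to 0.10 in CN10, and from 0.19 to 0.49 (without mSOD replicate 3) in CN12. Its sign was reversed in CN3/4 also without mSOD replicate 1 (−0.02) and mSOD replicate 3 (−0.01). With RLE size factors the score was 0.06 in CN3/4, 0.05 in CN10 and 0.45 in CN12. With the SC genes found without the project term it was 0.12, 0.10 and 0.52. In CN12 its p fell from 0.2 to 0.1 under both, the smallest value that the splits allow. With a prior count of 0.5 the CN12 score was 0.33 and its p rose to 0.3, so the score there is not settled.

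Among single genes, single lists and shared genes, 0 of 63 results changed with RLE size factors, 3 of 58 without a filter (1 weaker, 2 stronger), 1 of 44 with the stricter filter, 5 of 63 without the project term, 0 of 58 with robust estimation off, 1 of 54 with DESeq2 and 23 of 60 in fits of only the groups compared. Leaving out 1 library changed 23 of 63 results (74 weaker values of 932). Weaker results numbered 3 of 11 within P6362, 1 of 6 within P10814 and 1 of 5 with a prior count of 0.5. With the SOD1 entry left out 0 of 34 changed, and with camera 0 of 4. No named gene changed its direction under any alternative. With the stricter filter, 42 of 56 named genes could be tested. Depth limits the genes near the floor: Syndig1l, Mansc1, Atf3 at P56 and Sprr1a are given as bounds. The SC libraries of P6362, the shallowest project by median depth, had a floor of up to 0.00028% of counts.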

Other observations

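Of the tests in this part, those of astrocytes, of microglia for the higher and lower genes of SC, fast motor neurons, mouse Sod1 reads in the human entry, paralogs, projects for SC at P56 and CN12 at P112, the slow list, transcripts that mark SC, and the human SOD1 share were chosen only after the result was seen.

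Other splits of the same libraries, with the dispersion of the full data kept, were counted for each comparison. Splits of 3 against 3 libraries number 10, so a share under 0.05 cannot be reached. Where the real split gave 0 genes, every split gives as many by construction and the count tests nothing: 10 of 10 in CN3/4 and 10 of 10 in CN10 at P112 (other splits up to 8 and 6 genes), and 10 of 10 in CN3/4 at P56 (up to 0, where 592 genes had an unadjusted p under 0.05 in the real one). By the number of genes at an unadjusted p under 0.05, 6 of 10 splits gave as many in each of these 3. As many genes were found in 2 of 10 in CN10 at P56 (up to 15 genes in another split), 2 of 10 in CN12 at P56 (up to 4) and 1 of 10 in CN12 at P112 (up to 1). In SC at P56 the real split alone, 1 of 100 drawn from 126, gave as many (others up to 72). In SC at P112, 2 of 56 splits did. The other gave 91 genes with mSOD replicate 1 and wild-type replicate 1, both of P10814, exchanged. Like the real split it put 1 library of each project in the smaller arm, but of the 12 splits with that layout only these 2 gave as many and 8 gave 0, so the layout alone does not give such counts. The 3 wild-type libraries of P6362 against the other 5 gave 82 genes. Differences between ages were as many in 4 of 100 splits in CN12 and 17 of 100 in SC, drawn from 200 and 14112. In CN3/4 and CN10 the real counts were 0, so 100 of 100 and 100 of 100 again hold by construction (drawn from 200 each; up to 1536 and 12 genes in other splits), while by unadjusted p under 0.05 as many were found in 97 and 19 of 100. Differences between SC and CN3/4 were as many in 10 of 100 splits at P56 and 20 of 100 at P112. Wild-type differences from SC were as many in 1 of 100 splits for CN3/4, 1 of 100 for CN10 and 1 of 100 for CN12, and for age in wild-type SC, with 0 real genes, 100 of 100 holds by construction (up to 24 genes in another split). The real split there had 1574 genes at an unadjusted p under 0.05, and 6 of 100 splits had as many.

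SC had more genes than the cranial nuclei in the fit of all 54 libraries, with more libraries. Draws of 3 SC libraries per arm gave more genes than every cranial comparison in 36 of 40 draws at P56 and 10 of 10 at P112. They gave 1 to 180 genes (median 21) at P56 and 24 to 136 (median 43.5) at P112. For that fit, this argues against the number of libraries as the whole cause. All draws at P112 held the same 3 mSOD libraries. Fits of only the groups compared gave more genes in CN12 than in SC at P112, so the order at P112 depended on the fit. The SC arms also differed in project, which the draws did not balance. A difference in vulnerability stays open as an untested hypothesis. In the fit of all 54 libraries, only Hpcal1 passed the test of the difference itself against CN3/4. The number of genes passing that test depended on the processing. It was higher with DESeq2 or without a filter on low counts, and 0 at P56 without the project term.

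The genes of SC at P56 were weighed against the project of the wild-type libraries. Within P6362, 168 genes passed, 49 of them among the 100, which argues against the project as the cause of these 49. For the other 51 the project and the genotype cannot be told apart, since 12 were not tested there and 39 did not pass with 8 libraries. The share of mitochondrial transcripts in the same libraries was 8.30% ± 1.05 (SD, n = 5) in mSOD and 4.08% ± 0.449 (SD, n = 3) in wild type (two-sided exact permutation p 0.0179, the smallest the 56 splits allow), which argues against the project for the share within P6362. The 2 wild-type libraries of P11355 held 10.2% and 15.2%, above every mSOD library, so over all 5 wild-type libraries the share was 7.52% ± 5.04 (SD, n = 5) and the difference shows only within the project. Within CN12 at P112, 60 genes passed among the 5 libraries of P10814, 10 of them among the 13, so the library of another project is argued against as the source of these 10. For the other 3 it cannot be told apart from the genotype, as 1 was not tested there and 2 did not pass. Different capture or cell stress stays untested for these patterns.

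In CN10 at P56, 2471 genes had an unadjusted p under 0.05. The mSOD libraries were deeper (5219649 to 7847784 counts against 4201215 to 5840082). With all 6 libraries thinned to 4201215 counts, 2398 genes had an unadjusted p under 0.05, which argues against depth as the cause of that number. At equal depth 1 gene had an adjusted p under 0.05 in place of 3, so the test does not cover the 3 genes. Other splits of these libraries gave as many in 2 of 10 splits, so the level cannot be told apart from chance with 3 libraries per arm.

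Shared genes could come from the 1 fit and project term used for all comparisons. Fits on separate libraries shared 2 genes between CN12 and SC at P112 (Cd63 and Sprr1a, named after the values were seen; 0.0436 expected of independent sets) and 2 between the ages in SC (Cck and Hpcal1, Cck named after the values were seen; 0.0402 expected). The shared model is argued against as the whole cause, though it gave more shared genes, 8 and 21.

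The microglia list was higher in SC at P112 (adjusted p 0.00332), which is consistent with RNA from microglia near or in the captured cells. Of its 15 genes, 13 were tested, and 5 had a mean over 1 CPM in wild-type SC at P112; no other list holds any of them. The summed list was 76.0 ± 44.5 CPM (SD, n = 3) in mSOD and 19.5 ± 4.42 CPM (SD, n = 5) in wild type, and without SC P112 mSOD replicate 1 the adjusted p was 0.527, so the result rests on that library. Its most abundant gain was Ctss, by 13.8 CPM. Of the 36 genes higher in SC, 28 gained more CPM than that. This decides nothing, since no profile of microglia was measured and other transcripts of theirs could exceed Ctss, so microglia and other sources of the higher genes cannot be told apart. Microglia and astrocytes are argued against as the cause of the 51 lower genes, whose median log2 change was −1.59, as added RNA would lower other transcripts only by its own share. For the 36 higher genes astrocytes cannot be told apart from other causes either: only 4 gained more CPM than the astrocyte gene that gained most, Aldoc (from 392 to 490 CPM), and Gfap rose from 8.83 to 42.5 CPM. The summed astrocyte list was 1278.7 ± 126 CPM in mSOD (SD, n = 3) and 1551 ± 265 CPM in wild type (SD, n = 5), and this fall came from S100b (from 1019 to 623 CPM): without it the sums were 656 ± 107 and 532 ± 142 CPM. The largest gains were those of Aldoc (97.3 CPM) and Gfap (33.7 CPM). The list as a whole was not higher in mSOD (fry adjusted p 0.917, direction lower, median log2 change −0.26, 4 of 12 genes higher). Of the 12 astrocyte genes, 12 had a mean over 1 CPM in wild-type SC.

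The genes lower in SC at P112 may include transcripts that mark SC motor neurons. In wild type at P56 within 1 project (2 SC and 3 CN3/4 libraries), 43 of the 51 were higher in SC than in CN3/4 (median log2 difference 1.06), at percentile 100 of 10000 random lists of matched level (median −0.03). The genes higher in SC at P112 had a median of −0.50 there, with 9 of 36 higher in SC. The 2 SC libraries also entered the project term that corrected SC P112 mSOD replicate 2 in the fit that found these genes. Neither result is therefore independent of how the genes were found. A loss of fast motor neurons from the captured pool cannot be told apart from other causes: the fast list (6 genes) had an adjusted p of 0.317 in SC at P112, lower in mSOD, and 0.315 at P56. A gain of slow or gamma motor neurons cannot be told apart either (slow list adjusted p 0.596, gamma 0.886), as their genes went both ways, with 2 of 4 slow and 5 of 9 gamma genes higher in mSOD. Of the lists, 6 of 6 fast, 4 of 4 slow and 8 of 9 gamma genes had a mean over 1 CPM in wild-type SC at P112. Dedifferentiation and a change in which cells were left to capture stay open as untested hypotheses.

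In SC at P56 the slow list (4 of 5 genes tested, all 4 over 1 CPM in wild-type SC) was higher in mSOD (adjusted p 5.4e-07 over 32 tests; median log2 change 1.42; 5 of 5 mSOD libraries above the wild-type mean and 4 above every wild-type library). Of the 32 tests, only this 1 passed. Its adjusted p stayed between 3.37e-08 and 3.44e-05 when 1 library was left out, and between 2.93e-07 and 7.36e-06 under RLE size factors, no project term and a prior count of 0.5. Within P6362 the unadjusted p was 0.00155 (fry, median difference 1.56), which argues against the project. There the fast list was lower (unadjusted p 0.0157, median −0.86) and the gamma list higher (0.0333, median 1.05). Over all libraries their directions were the same, with an unadjusted p of 0.0394 (median −0.70) and 0.00348 (median 1.04). After adjustment over 32 tests these were 0.315 and 0.0557, so neither list passed. The list means of the 3 wild-type libraries of P6362 at P56 were 2.16 to 2.92 log2 CPM, against 3.64 to 4.35 in those of P112, which overlap the mSOD libraries of P56 (3.72 to 5.00). Low wild-type libraries at P56, a larger share of slow motor neurons among the captured cells, or a rise of these transcripts within cells may therefore explain it, and counts from pooled cells do not part these.

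Parent genes and their pseudogenes appeared together among the genes found. In 3 of 3 pairs the ratio of the pseudogene to its parent varied less than the parent did over the 6 mSOD libraries of CN12 and SC at P112. The SD of the log2 ratio was 0.199 and 0.34 for Gm7665 and Gm12854 with S100a11, and 0.166 for Cd63-ps with Cd63. The SD of the log2 CPM of the parents was 1.24 and 0.834. Reads shared between paralogs could give this pattern. Counts of genes found may therefore count a transcript more than 1 time.

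Human SOD1 had 5 to 193 counts in wild-type libraries. Its ratio to mouse Sod1 did not differ between projects (0.0229 ± 0.00762 in P10814 and 0.023 ± 0.0207 in P11355, SD, n = 11 each, and 0.0161 ± 0.0108 in P6362, SD, n = 6; permutation p 0.256, 100000 resamples). Over single wild-type libraries it ran from 0.00545 to 0.0766, so a fixed share of mouse Sod1 reads alone is not shown. Reads of mouse Sod1 assigned to the human entry and traces of mSOD libraries cannot be told apart here, as counts per gene do not hold the reads.

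In mSOD cranial libraries the share of human SOD1 was lower in CN3/4 (6 libraries) than in CN10 and CN12 (12 libraries), by −1.94 points. Permutation within ages, which hold the projects nearly fixed, gave a two-sided exact p of 0.000425 over 7056 splits, which argues against the project. With mitochondrial counts removed the difference was −1.96 points (p 0.000283 by the same permutation), which argues against their share. Libraries were exchanged as independent, since the labels name no animal and do not tell which nuclei came from the same mouse. Mouse Sod1 differed in the same direction, by −0.63 on the log2 scale (exact permutation p 0.00227), beside −0.50 for human SOD1. Among the cranial nuclei, a generally lower level of Sod1 transcripts in CN3/4 may explain this. Human and mouse levels did not go together throughout. In mSOD at P112, CN12 exceeded CN10 in human SOD1 (6.89% against 5.46%) but not in mouse Sod1 (645 against 905 CPM). At P56 CN12 was higher in both. SC mSOD at P56 had a human share near that of CN3/4 (4.98% against 4.67%), with mouse Sod1 at 854 against 444 CPM. At P112 SC was higher in both. Copy number was not analysed here.

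CN3/4 P112 wild-type replicate 3 held transcripts of serotonergic neurons: Tph2 at 89.8 CPM, against at most 1.89 CPM in the other 11 CN3/4 libraries. Of the 5 tested genes of the list (6 genes), the 4 others were also highest in that library among CN3/4, which may come from serotonergic neurons next to the nucleus. In other nuclei Ddc reached 415 CPM and Slc18a2 227 CPM, so these are not specific, and 1 library cannot decide.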
